A study of Homo sapiens with 21 samples. Its data were reported in "Structural disruption of BAF chromatin remodeller impairs neuroblastoma metastasis by reverting an invasiveness epigenomic program" (2022).

How the data were processed

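Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open DNA, so that the number of reads over a site rises with its accessibility. The material was SK-N-BE(2), an established human neuroblastoma cell line. Cells were transduced with lentiviral particles carrying short hairpin RNAs (shRNAs) and were collected 72 h later. ARID1A and ARID1B are structural subunits of the BAF chromatin remodelling complex. The labels gave 7 groups of 3 libraries each, 21 libraries in all: Control, 2 shRNAs against ARID1A (shARID1A.2 and shARID1A.4), 2 against ARID1B (shARID1B.2 and shARID1B.3), and 2 combinations against both genes (shARID1A/B.2.3 and shARID1A/B.4.2).

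The authors aligned the reads to GRCh38, per the labels. The aligner, the peak caller and their versions, and any filtering or shifting of reads for the Tn5 insertion, are not given in the sources used here. The authors deposited a table for each silenced group against Control, all over the same consensus set of 367900 sites called on merged replicates, with the raw read count of each library at each site. The deposited tables also held normalized counts and the authors' own DESeq2 results as log2 ratios with adjusted p-values, obtained with all 21 libraries in 1 model. The tables of single shRNAs gave Control over silenced, so their log2 ratios were turned to silenced over Control. The Control columns were identical in all tables. A deposited HOMER annotation gave the nearest gene, the distance to its transcription start site (TSS) and an annotation class for each site. A site carries the name of its nearest gene, which need not be the gene it regulates. Since the consensus set was called over all groups, it holds sites that are open in silenced cells only as well as sites open in Control only.

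All tests used the deposited raw counts. The total count over sites ranged from 16140029 to 44472230 reads per library, a ratio of 2.76, and deeper libraries carry less counting error. Replicates were compared by a chi-square statistic over sites, and every pair differed by more than counting noise, with 1.08 to 2.62 per degree of freedom, so that all libraries were counted separately. Differential accessibility was tested with the edgeR (4.0.16) quasi-likelihood test under R 4.3.3, with TMM scaling, the filterByExpr filter (minimum count 10) and Benjamini-Hochberg adjustment over the tested sites. The filter left 357029 sites and removed 10871. All 7 groups entered 1 model without covariates and shared an estimate of the spread, with a common biological coefficient of variation of 0.082. A site was called closed (lower) or opened (higher) at a false discovery rate (FDR) under 0.01. Adjusted p-values given as FDR are from this test unless DESeq2 is named. Accessibility at a site is given as CPM, the count relative to the TMM-scaled library total, as mean and SD over 3 libraries. The standard error (SE) of a log2 change was derived from the test statistic. TMM assumes that most sites do not change, so a change shared by most sites cannot be measured with it.

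The contrasts were the mean of the 2 combinations against Control, each combination and each shRNA against Control, the mean of the 2 shRNAs of a gene against Control, the combinations against the 4 single-shRNA groups, and the departure of the combined log2 change from the sum of the ARID1A and ARID1B changes. Annotation classes of called sites were compared with the other tested sites by two-sided Fisher's exact tests, 20 in all. Sites of the 26 human integrin genes, and of 7 cadherin and mesenchymal genes, were set against 10000 random gene lists by a two-sided permutation test. The study named the 7 genes from these libraries together with RNA-Seq data. Random lists had the same size and were matched on tested sites per gene and mean log2 CPM. Fisher's tests and these shares are across sites, which are not independent replicates. Correlations between contrasts that share the Control libraries were set beside simulated unchanged groups, and overlaps of calls beside simulations in which only 1 side had changed; the latter were added after most of the overlaps had been seen. The simulated libraries varied independently of each other, whereas some same-numbered libraries deviated together, so the simulated values do not cover that shared deviation. With 1 side unchanged, few sites pass the adjustment on that side, so a simulated overlap of 0 does not bound what a partly changed group would share.

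The sites named in the text were the 5 with the largest fall and the 5 with the largest rise after combined silencing, among sites called in the averaged contrast and with both combinations, with a mean of at least 1 CPM and all combination libraries on the same side of all Control libraries, with at most 1 site per gene. Of these, 1 site is not reported here. In addition, the tested site with the smallest p-value was named for each of ITGB3, ITGA9, LOXL2, SNAI2, CDH2, CDH11, CCND1 and ILK, and the promoter sites of ARID1A and ARID1B were listed. The groups, tests, named-site rule, gene lists and alternatives were fixed before the data were examined, except where the text says otherwise.

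The procedure was tested on simulated counts for the comparison of combined silencing with Control. In a simulation in which 349125 sites were tested and 200 had been changed, 136 were found, 91.2% of those changed 4-fold and 51% of those changed 2-fold, with 2 false calls. Alternatives were DESeq2 (1.42.0) in place of edgeR, DESeq2 size factors, total counts only, abundance-trended offsets, TMM factors from promoter sites only, no low-count filter, only the compared groups in the model, the replicate number as a block, offsets for GC content, block and GC offsets together, FDR under 0.05, an absolute log2 change of at least 1, other definitions of promoters and of gene assignment, and leaving out each library in turn. The GC content of sites was read from the GRCh38 genome with pysam 0.24.0.

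Replicate numbers are shared between groups, but the labels do not say that a number marks a common batch. Deviations from the group means were correlated across the 20000 sites with the highest mean share of reads. All 3 correlations of same-numbered libraries exceeded 0.1 for Control with shARID1A.2 (0.24 to 0.577) and for Control with shARID1A/B.2.3 (0.427 to 0.777), which were 2 of the 6 groups paired with Control, and for 5 of all 21 pairs of groups. The other 3 pairs of groups were shARID1A.2 with shARID1A.4 (0.119 to 0.332), shARID1A.2 with shARID1A/B.2.3 (0.293 to 0.53) and shARID1A.4 with shARID1A/B.2.3 (0.135 to 0.335). The numbers did not pair the libraries in the remaining pairs of groups. Some same-numbered libraries there deviated in opposite directions, down to -0.635 for replicate 2 of Control and shARID1B.2, and -0.632 for replicate 2 of shARID1B.2 and shARID1A/B.2.3. The main component of these deviations held 47.1% of the within-group variance. Control replicate 2 gave 21.4% and shARID1A/B.2.3 replicate 2 gave 23.6% of that component, and its correlation with GC content across sites was -0.46.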

Results

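Chromatin accessibility was profiled by ATAC-seq in SK-N-BE(2) neuroblastoma cells 72 h after transduction with shRNAs against ARID1A, ARID1B or both. The 21 libraries fell into 7 groups of 3, namely Control, 4 single-shRNA groups and 2 combinations. Control libraries held 21292613, 23640795 and 25188802 reads in sites (replicates 1, 2 and 3). Libraries of shARID1A.2 held 22614452, 23223780 and 21733882 reads, and those of shARID1A.4 held 23110659, 22150459 and 16140029. Libraries of shARID1B.2 held 21134048, 18001445 and 21634157 reads, and those of shARID1B.3 held 36799314, 44472230 and 23104850. The combination shARID1A/B.2.3 had 29857760, 40953070 and 22030968 reads, and shARID1A/B.4.2 had 23043869, 22181183 and 22243335. The consensus set of 367900 sites had a median length of 760 bases, with 48.9% of sites annotated as intergenic, 43.0% as intronic, 3.5% as exonic and 3.4% as promoters. Reads in promoter sites made up 20.0% to 20.6% of the reads of Control libraries, and 23.4% to 25.1% of those of the combination libraries.

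The silenced genes themselves were examined first. Accessibility does not measure the knockdown, since an shRNA acts on the transcript. ARID1A had 4 tested sites, of which 1 was a promoter site (chromosome 1, positions 26695337 to 26696256, GRCh38, 235 bases from the TSS). It measured 6.86 ± 1.52 CPM (SD, n = 3) in Control, with 7.99, 5.14 and 7.46 CPM in the 3 libraries. It measured 9.56 ± 1.15 CPM with shARID1A/B.2.3 (10.47, 8.27 and 9.94) and 9.33 ± 0.31 CPM with shARID1A/B.4.2 (9.45, 8.97 and 9.55). The single shRNAs gave 8.71 ± 1.70 CPM with shARID1A.2, 9.29 ± 1.20 with shARID1A.4, 8.00 ± 1.13 with shARID1B.2 and 9.36 ± 1.26 with shARID1B.3 (SD, n = 3 each). The log2 change after combined silencing was 0.46 (SE 0.12, edgeR FDR 0.0014). ARID1B had 12 tested sites, none annotated as a promoter, and the nearest lay 729 bases from the TSS. The accessibility data therefore hold no check of the labels through the targeted genes.

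The central comparison asked how chromatin accessibility changes when BAF is disrupted by silencing both subunits. Averaged over both combinations, 36610 of 357029 tested sites closed and 12247 opened against Control, so that 74.9% of the changed sites lost accessibility. The median log2 change was -0.93 at closed sites, 0.48 at opened sites and 0.03 over all tested sites. A log2 fall of at least 1 was seen at 15917 closed sites, and a rise of at least 1 at 900 opened sites. That size limit was the alternative that moved both counts most. When the libraries were scaled on promoter sites, 56569 sites closed and 2469 opened, so the balance between directions depends on the scaling.

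Each combination was also compared with Control by itself. With shARID1A/B.2.3, 37030 sites closed and 10172 opened, and with shARID1A/B.4.2, 26324 closed and 14171 opened. The order of the combinations depends on the scaling, since with promoter sites it was 45951 closed and 3584 opened for shARID1A/B.2.3, and 52684 and 2873 for shARID1A/B.4.2. With the replicate block and only the compared groups, shARID1A/B.2.3 closed 41930 and opened 18003 sites. Both combinations closed 21763 sites, nearest to 8949 genes, and both opened 3643 sites, nearest to 3271 genes, whereas 442 sites closed with 1 combination and opened with the other. Without shARID1A/B.2.3 replicate 2, both opened 5566 sites. Of the sites closed with shARID1A/B.4.2, 82.7% also closed with shARID1A/B.2.3, and 58.8% in the reverse direction. Opened sites were shared less, at 25.7% and 35.8%. Simulations in which only 1 combination had changed gave 0% for each of these shares. Across tested sites, which are not independent replicates, the log2 changes of the combinations correlated with r = 0.679, against 0.527 in simulated unchanged groups that shared the same Control libraries. In the authors' deposited tables, at an adjusted p under 0.01, both combinations closed 17130 sites and opened 2532, and 99.5% of these were called in the same direction here.

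Silencing of a single subunit was compared with Control to ask whether it changes accessibility on its own. ARID1A silencing closed 19189 sites and opened 5972, and ARID1B silencing closed 12618 and opened 4973. By shRNA, 16217 sites closed and 2976 opened with shARID1A.2, and 14891 closed and 8128 opened with shARID1A.4. With shARID1B.2, 6563 closed and 4775 opened, and with shARID1B.3, 17435 closed and 11135 opened. At FDR under 0.05, which moved the ARID1A count upwards most, 39602 sites changed after ARID1A silencing and 29567 after ARID1B silencing, and with a log2 change of at least 1 these counts were 4897 and 3717. Without shARID1A.4 replicate 1, 14391 sites changed with shARID1A.4, and without shARID1B.2 replicate 3, 7223 changed with shARID1B.2 (4236 closed and 2987 opened). Opened counts rested on single libraries more than closed counts. Without Control replicate 2, opened sites numbered 2645 for ARID1A, 2510 for ARID1B, 1782 for shARID1A.2, 4794 for shARID1A.4 and 7040 for shARID1B.3. After ARID1A silencing 3799 opened without shARID1A.2 replicate 1 and 9323 without shARID1A.2 replicate 2. With shARID1A.2 itself, leaving out its replicates 1, 2 and 3 gave 1171, 4840 and 1594 opened sites. With shARID1A.4, 4237 opened without its replicate 1 and 5316 without its replicate 2, and with shARID1B.3, 7356 opened without its replicate 2. Scaled on promoter sites, 1023 sites opened for ARID1A and 1814 for ARID1B, and 1106 for shARID1A.2, 1418 for shARID1A.4, 3105 for shARID1B.2 and 3694 for shARID1B.3.

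**Figure D1:**
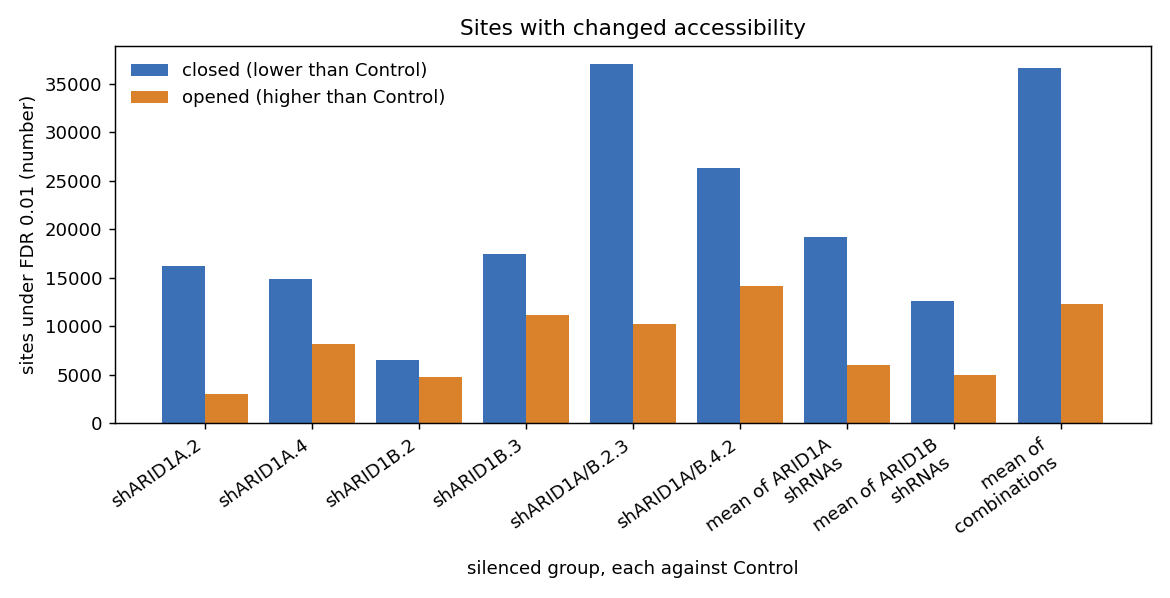
Number of sites (vertical axis) closed and opened against Control (bars) for each shRNA and combination (horizontal axis), at an edgeR FDR under 0.01. The combinations closed 37030 and 26324 sites, more than any single shRNA, of which shARID1B.3 closed the most with 17435.

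Combined silencing was then set against single silencing directly. Accessibility was lower after combined than after single silencing at 24441 sites and higher at 3458, or 2178 without shARID1A/B.4.2 replicate 3. The higher count was 1166 (29800 lower) when scaled on promoter sites, 5780 with total counts only and 1942 with DESeq2. Of the 36610 sites closed by combined silencing, 8880 closed after ARID1A and also after ARID1B silencing, 9559 after ARID1A silencing only, 3027 after ARID1B silencing only and 15144 (41.4%) after neither. Conversely, 96.1% of sites closed by ARID1A silencing and 94.4% of those closed by ARID1B silencing were closed by combined silencing. For opened sites these shares were lower, at 79.87% for ARID1A and 52.81% for ARID1B. Each of these shares was 0% in simulations in which only the single silencing had changed accessibility. These comparisons share Control. Across all tested sites, the log2 changes after ARID1B and combined silencing correlated with r = 0.677, against 0.684 in simulated unchanged groups, and those after ARID1A and ARID1B silencing with 0.676 against 0.666, with simulated libraries that varied independently. For ARID1A and combined silencing it was 0.795 against 0.666. In simulated libraries in which single silencing changed nothing, 0% of the closed sites were called closed with either gene, against 50.37% observed for ARID1A and 32.52% for ARID1B. Of the sites opened by combined silencing, 38.95% were called opened with ARID1A and 21.44% with ARID1B, against 0% in those simulated libraries. At closed sites the median log2 change was -0.93 after combined, -0.57 after ARID1A and -0.38 after ARID1B silencing, and the median of the summed single changes was -0.94. At opened sites the combined median was 0.48 and that of the sums 0.67. Both sets of sites were picked by the combined change, so these medians do not test additivity. The combined change departed from the sum of single changes at 1844 sites, lower at 1343 and higher at 501. Of closed sites 3.0% were among them, 669 lower and 428 higher. This contrast carries the errors of more groups than those against Control, so few calls do not show that the changes add. Without Control replicate 3, 889 of all tested sites were lower than the sum, and without Control replicate 1, 320 were higher. With offsets for GC content, 2972 sites departed from the sum. Scaling on promoter sites turned the balance, with 581 lower and 877 higher.

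Closed and opened sites differed in their annotation. Promoters made up 1.43% of closed sites (522) and 3.68% of the other tested sites (odds ratio 0.379, two-sided Fisher's exact test p = 1.70e-137, adjusted over 20 comparisons 3.78e-137). Introns held 50.4% of closed sites and 42.2% of the others (odds ratio 1.39, Fisher's exact p = 4.91e-196, adjusted 1.40e-195), and intergenic sequence 44.6% and 49.2% (odds ratio 0.832, p = 1.15e-61, adjusted 1.77e-61). Of the opened sites, 33.6% (4112) were promoters, against 2.38% of the others (odds ratio 20.8). The promoter share of opened sites was 21.5% with offsets for GC content, 19.6% with abundance-trended offsets and 40.3% when scaled on promoter sites. Opened sites had a median of 11.6 CPM and a GC content of 57.8%, and closed sites 2.57 CPM and 44.1%, against 1.02 CPM and 46.9% over all tested sites. Small rises are easier to call at strong sites, so the promoter share of opened sites may partly reflect where a rise could be called. That part was not tested. The median distance to the TSS was 3.7 kb for opened and 50.4 kb for closed sites, against 50.7 kb over all tested sites.

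Integrins were examined as a whole family. The study singled out this family from these libraries together with its RNA-Seq data on expression, so the share here is not independent evidence. It also reported lower protein of ITGB3 and ITGA9. Neither expression nor protein was examined here. Of 265 tested sites nearest to 25 of the 26 integrin genes, 54 closed (20.4%) and 7 opened, and 13 genes had at least 1 closed site. Random lists had a median share of 11.8% (central 95% of lists 6.4% to 19.3%, two-sided permutation p = 0.028). Adjusted over the list alone, 57 sites closed and 12 opened. Scaled on promoter sites, the share was 26.4% but no longer stood apart from random lists (permutation p = 0.0634), and counted as the share of genes with a closed site it was 52.0%, the same as in random lists. Of 306 sites of the 7 cadherin and mesenchymal genes, 57 closed (18.6%, against 9.6% in random lists, permutation p = 0.0602) and 7 opened. Adjusted over the list alone, 58 closed and 7 opened. With only sites within 100000 bases of the TSS, the share was 9.94% against 9.2% in random lists (permutation p = 0.829). The study named these genes from the same libraries and its RNA-Seq data too, so this is no independent evidence either.

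Among the named sites, all in GRCh38, the largest fall was at an intergenic site on chromosome 1 (47618108 to 47619173), 182623 bases from the TSS of FOXD2. It went from 9.17 ± 0.578 CPM in Control (SD, n = 3) to 0.714 ± 0.124 with shARID1A/B.2.3 and 0.927 ± 0.261 with shARID1A/B.4.2, a log2 change of -3.48 (SE 0.14, edgeR FDR 5.00e-37). Further falls were at an intergenic site near RP11-664H17.1 (chromosome 12, 19978045 to 19978667, log2 -3.23), an intron of LOC101928519 (chromosome 6, 19070343 to 19070857, -3.17) and an intron of KALRN near MIR5002 (chromosome 3, 124126549 to 124127737, -3.03). The largest rise was at an intergenic site on chromosome 13 (62702481 to 62703730), 673557 bases from LINC00358. It went from 1.13 ± 0.234 CPM in Control to 4.38 ± 0.394 and 7.03 ± 0.687 with the combinations (SD, n = 3 each), a log2 change of 2.32 (SE 0.16, edgeR FDR 5.31e-23). The other rises were in an intron of LOC152586 (chromosome 4, 140472175 to 140472765, 1.99), at intergenic sites near MIR3194 (chromosome 20, 51300562 to 51301507, 1.83) and LOC102724847 (chromosome 16, 49084303 to 49085437, 1.77), and in an intron of CCDC67 near LOC102723746 (chromosome 11, 93407860 to 93408342, 1.75).

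For 8 genes fixed beforehand, the site with the smallest p-value fell after combined silencing. The study had named most of these genes as repressed partly from these same libraries, so the falls are not independent evidence. Being picked as the smallest p of each gene, these sites do not stand for a typical site of the gene. Near SNAI2, 2 of 40 tested sites closed and 3 opened, and near CCND1, 1 of 5 closed and 2 opened. The other 6 genes had more closed than opened sites, from 1 closed of 1 tested at ILK to 18 closed and 3 opened of 45 at CDH2. An intergenic site 640403 bases from CDH11 (chromosome 16, 64481146 to 64482243) went from 20.9 ± 1.76 CPM in Control to 7.36 ± 0.172 with shARID1A/B.2.3 and 6.16 ± 0.516 with shARID1A/B.4.2 (SD, n = 3 each), with a log2 change of -1.63 (SE 0.09, edgeR FDR 1.80e-28). An intron of ITGA9 (chromosome 3, 37537413 to 37538771) went from 7.08 ± 1.21 to 1.48 ± 0.088 and 3.96 ± 0.44 CPM, with log2 changes of -2.24 (SE 0.15) and -0.84 (SE 0.14) for the respective combinations. Intronic sites also fell in CDH2 (chromosome 18, 28158008 to 28159783, log2 -1.48), LOXL2 (chromosome 8, 23389848 to 23392687, -1.18), ITGB3 (chromosome 17, 47274284 to 47277093, -1.08) and ILK (chromosome 11, 6606778 to 6607215, -1.01). An intergenic site 12887 bases from SNAI2 (chromosome 8, 48933544 to 48935110) fell by 1.04 on the log2 scale, although shARID1B.2 alone measured 7.65 ± 0.156 CPM against 4.70 ± 0.296 in Control. An intron of CCND1 (chromosome 11, 69649771 to 69650744) had a log2 change of -0.60 (SE 0.15, edgeR FDR 7.78e-04). Its change was -1.08 with shARID1A/B.2.3 and -0.12 with shARID1A/B.4.2 (FDR 0.714), and the averaged call was lost under DESeq2 (adjusted p 0.0629), without Control replicate 1 (0.0199) and without shARID1A/B.2.3 replicate 2 (0.0184).

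**Figure D2:**
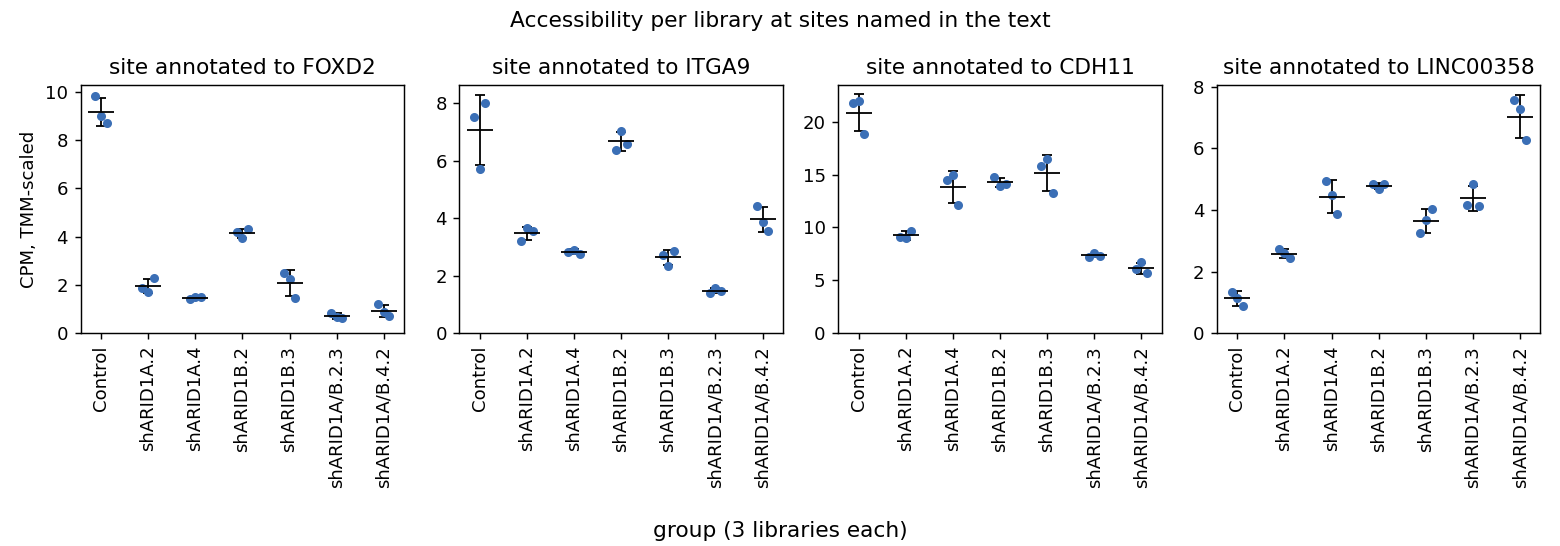
Accessibility in CPM (vertical axes) of each library (points), with the mean and SD of each group (horizontal axis), at the sites near FOXD2, ITGA9, CDH11 and LINC00358. Near FOXD2 the Control mean was 9.17 CPM and the combination means 0.714 and 0.927, and near LINC00358 the Control mean was 1.13 CPM and the combination means 4.38 and 7.03.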

Values the study reported

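The study reported that over 19,375 ATAC-seq sites were significantly modulated when the BAF complex was disrupted with shRNAs against both genes. It counted 16,849 of these as repressive events, and it assigned them to 7,613 genes by proximity.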

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

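The tests of the differences between silenced groups reported in this part, and all counts over regrouped libraries, were chosen after the results were seen; so was the test of depth alone, while the comparison with the single-shRNA differences and that for depth or run together were set beforehand.

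Single silencing of the subunits gave different accessibility. ARID1A and ARID1B silencing differed at 16908 sites by the edgeR quasi-likelihood test at an FDR under 0.01, with 13163 lower and 3745 higher after ARID1A silencing. With a log2 change of at least 1 the number was 2359. The silencing strength of each shRNA was not analysed here, so a difference between the genes and a difference in knockdown remain open, and neither was tested.

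The shRNAs against the same gene also differed from each other, at 9188 sites for shARID1A.2 and shARID1A.4 and at 25745 sites for shARID1B.3 and shARID1B.2. Without shARID1A.4 replicate 1 the first number was 5693. The 25745 sites exceed the 16908 at which the genes differed, but averages over 6 libraries and groups of 3 do not have the same power, so the numbers are not a ranking. Unequal knockdown and effects on other transcripts remain open, and neither was tested.

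The 2 combinations differed at 18634 sites, with 13521 lower and 5113 higher in shARID1A/B.2.3. The direction depends on the scaling: with promoter sites 6547 were lower and 10505 higher, with total counts only 9987 and 8317, and with abundance-trended offsets 9455 and 7405. Without shARID1A/B.2.3 replicate 2, the deepest library of that group, the number was 12279 (8777 lower). Without shARID1A/B.4.2 replicates 1, 2 and 3 in turn, 3050, 3141 and 3167 were higher. If each combination carried the differences of its own shRNAs, the difference between combinations would follow the differences between single shRNAs, which were measured in other libraries. Across sites, which are not independent replicates, the correlation with the sum of the single-shRNA differences was 0.379, and it stayed at 0.341 or above under every setting in which it was recomputed. Depth was weighed because shARID1A/B.2.3 and shARID1B.3 hold the 4 deepest libraries. Depth alone would not make it follow the difference between the shRNAs against ARID1A, whose libraries are not among the deepest, yet that correlation was 0.245, and at least 0.196 when each library was left out. The shallowest of all libraries, shARID1A.4 replicate 3 (16140029 reads), is among them. Without it the other libraries of these shRNAs held 21733882 to 23223780 reads, and the correlation was 0.236. Depth alone is therefore not the whole cause. A shared sequencing run or preparation stays open, since no table here records it, and same-numbered libraries of shARID1A.2 and shARID1A/B.2.3 deviated together (r 0.293 to 0.53). The rule set beforehand for depth or run together would have counted 0.245 against both, and that reading was narrowed to depth after the value was seen. The values are consistent with shRNA-specific effects (r = 0.379), a hypothesis that cannot be told apart from a shared run and does not say whether such effects come from knockdown strength or from other targets.

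Regrouping the libraries asked whether chance assignment gives as many calls, on a random subset of 20000 sites. A first version of this test pooled each side into 1 group and gave no departures from additivity even for the real split, and for ARID1B silencing another split gave as many sites as the real split. After that result was seen it was replaced by a version with shRNA-level groups like those of the reported model. Of 60 splits drawn, 1 (the real split) gave as many closed sites for combined silencing, 1 for sites closed with both combinations, 1 as many changed sites for ARID1A silencing and 1 as many for ARID1B silencing. For opened sites, 2 of 60 splits gave as many after combined silencing, 2 of 60 with both combinations and 2 of 60 after ARID1A silencing. The other split used all 3 libraries of shARID1A/B.2.3, or of shARID1A.2 in the last case, as the control, so it follows a real group. For combined against single silencing 1 of 30 splits gave as many sites, and for the departure from additivity 1 of 30, with 0 calls in every other split. These splits mixed libraries of groups that differ, so they do not test whether combined equals single silencing or whether the changes add. For the results with 60 splits, chance assignment of the libraries is excluded at a share of 0.05. For each shRNA or combination by itself 1 of 10 splits gave as many sites, the smallest share that 3 against 3 libraries allow. Chance cannot be excluded by this count, although every other split gave 0 calls.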

How the results depend on the processing

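Only the replicate block restricted to the compared groups was chosen after the data were seen. Of the alternatives to the main results, 343 stayed the same, 39 moved, 4 became stronger and 2 weaker. Tested shares stayed the same if they kept their side of the threshold, and counts if within a factor of 1.5 of the total. A total within that factor can hide a change in its directions. The correlation of the combinations (0.679) is in this tally but follows neither rule. Its values of 0.649 to 0.703 were counted as the same. Those of 0.638 to 0.645 and of 0.715 were counted as moved. Scaling on promoter sites turned the balance of the departure from additivity to 581 lower and 877 higher, against 1343 and 501. Unless a construction is named, the cause was not tested.

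Among the alternative scalings, that on promoter sites, which sets the promoter median near 0 by construction, moved the directions most. Combined silencing then closed 56569 sites and opened 2469, both combinations closed 35330 and opened 665, and the integrin share was 26.4% (permutation p 0.0634). It shifted the median of all sites to -0.20 for combined silencing, -0.10 for shARID1A/B.2.3, -0.33 for shARID1A/B.4.2, -0.21 for ARID1A and -0.16 for ARID1B silencing. Closed sites made up 95.8%, 92.8%, 94.8%, 97.1% and 92.1% of changed sites, against 74.9%, 78.5%, 65.0%, 76.3% and 71.7%. With total counts only, both combinations opened 5913 sites, and the closed share with shARID1A/B.2.3 was 68.3%.

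At FDR under 0.05, more sites pass by construction. Combined silencing opened 22287 and both combinations 7524. Changed sites numbered 39602 for ARID1A, 29567 for ARID1B, 30668 for shARID1A.2, 38108 for shARID1A.4, 20814 for shARID1B.2, 45883 for shARID1B.3, 44132 for combined against single silencing and 4888 for the departure from additivity.

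A log2 change of at least 1 leaves fewer by construction. Combined silencing closed 15917 and opened 900, and both combinations closed 9828 and opened 144. Changed sites were 4897 for ARID1A, 3717 for ARID1B, 5284 for shARID1A.2, 6941 for shARID1A.4, 3337 for shARID1B.2, 9323 for shARID1B.3, 21844 for shARID1A/B.2.3, 15100 for shARID1A/B.4.2, 1698 for combined against single silencing and 566 for the departure from additivity. The mesenchymal and cadherin share was 11.4% (p 0.005). Within 100000 bases of the TSS it was 9.94%, against 9.2% in random lists (p 0.829).

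The departure from additivity rose to 2972 sites with GC offsets. With only the compared groups in the model, the mesenchymal and cadherin share was 17.7% (p 0.0348) and the correlation of the combinations 0.715. As a share of genes, integrins stood at 52.0% (p 1).

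With the replicate block, combined silencing closed 37437 and opened 13764 sites, and both combinations closed 22509 and opened 4559. With block and GC offsets together, 3663 sites departed from additivity. The block with only the compared groups was fitted for the Control pairs whose same-numbered correlations all exceeded 0.1. These pairs were picked for those correlations, so whether the numbers mark a common batch stays open. The block gave 27171 changed sites with shARID1A.2 and 59933 with shARID1A/B.2.3. Without the block, the compared groups alone gave 15360 and 36657. Opened sites rose with it from 2694 to 8558 and from 5686 to 18003. With all groups in the model, the block moved no other count of the main results by over 1.5 times.

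When each library was left out, sites opened with both combinations ranged from 2744 to 5566, highest without shARID1A/B.2.3 replicate 2. Changed sites ranged from 14391 (without shARID1A.4 replicate 1) to 19202 for shARID1A.4 and from 7223 (without shARID1B.2 replicate 3) to 9134 for shARID1B.2. The correlation of the combinations ranged from 0.638 to 0.715. The mesenchymal and cadherin share ranged from 14.7% to 16.8% and passed 0.05 without Control replicate 1 (p 0.0492) or Control replicate 3 (p 0.0404). Fewer libraries lower the power by construction.

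Of the 18 sites chosen by the naming rule, 17 kept their call under all 20 alternatives, CCND1 excepted. FDR under 0.05 was among these alternatives, and by construction it cannot remove a call made at FDR under 0.01. At the depth, spread and replicate number of these libraries, 51% of simulated 2-fold changes were found with 200 changed sites. In the data 48857 sites were called after combined silencing. The adjustment is less strict when more sites change, so 51% is not the share found in the data. The shares of depth, spread and replicate number in this limit were not tested.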

Other observations

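The tests of scaling, of library enrichment and GC content together, of copy number and of equal numbers of sites per window were chosen after the results were seen; the other tests in this part were set beforehand.

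Opened sites lay at promoters far more often than other sites, but small rises are easier to call at strong sites, and that part was not tested. The median log2 change of all promoter sites, which does not depend on calls, was 0.23. If silenced libraries only held more of their reads in strong sites, distal sites of the same mean CPM would rise as much. Promoters rose more than such sites by 0.224, with 0.125 to 0.286 in the 6 combination libraries against -0.127 to 0.074 in Control libraries. Against distal sites of the same GC content the excess was 0.141 (0.059 to 0.219, Control -0.045 to 0.037), and against sites matched on both it was 0.088 (0.067 to 0.118, Control -0.025 to 0.016). Enrichment and GC content are thus not the whole cause, but they may be part of it, since the matched distal sites rose by 0.144 themselves. Scaling stays open. Scaled on promoter sites, 20.2% of opened sites were still opened, and 996 promoters opened while 1323 closed, but this scaling fixes the promoter median by construction. Whether promoters gained accessibility or lost less than the rest cannot be told apart with these counts, which hold no external standard. A biological effect of BAF disruption on promoters remains a hypothesis.

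Closed distal sites were compared with unchanged distal sites matched on GC content, length and mean CPM (25249 sites each). The AP-1 motif was present in 24.5% and 22.2%, a ratio of 1.1 (95% interval 1.07 to 1.14), above 2 control patterns at 0.94 and 0.91. This is consistent with some AP-1 sites depending on the complex, but the excess is small, and other patterns differed more, with ratios of 1.58 for NFI, 1.24 for the E-box CAGATG and 1.17 for a homeobox pattern. GATA stood at 1.07, TEAD at 1.04 and the E-box CACGTG at 0.98. CTCF was scarce in closed sites, at 0.13. A pattern match is not binding, and no other explanation of these ratios was tested.

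The fall of distal sites was uneven along the genome. The 10 windows of 10 Mb in which distal sites fell most all lay on chromosomes 1 and 3, and 40.6% of their distal sites closed against 10.3% elsewhere. If silenced cells had fewer copies of these windows than Control, promoters there would fall alike. The shift of distal sites relative to all distal sites was -0.542 on the log2 scale, while the shift of the 382 promoters was -0.03, which argues against a copy number difference as the cause. These windows also held fewer sites, a median of 317 distal sites against 1122.5 in other windows, so that their sites may be stronger elements (site composition). Their median CPM was only slightly higher, 1.05 against 0.97. Distal sites elsewhere of the same mean CPM did not fall as much, with a difference of -0.537. With the 197 strongest distal sites of each window the median was -0.534 in these windows and -0.114 elsewhere, a difference of -0.42. The lowest of 283 other windows had a median of -0.58. Both differences lay outside the range of the Control libraries, and by the rules written for these tests, 1 of them set beforehand, each would have counted against site composition. That reading was withdrawn after the values were seen, because the windows had been picked for the fall of these same distal sites, which biases both differences downwards. Site composition therefore stays open, and no biological explanation was tested.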
